A study of Mus musculus with 4 samples. Its data were reported in "Expression Profiling of RNA Transcripts during Neuronal Maturation and Ischemic Injury" (2014).

How the data were processed

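MicroRNA signals were measured in primary cultures of mouse cortical neurons harvested after 2, 4, 6 and 8 days of culture. There was 1 array per day, 4 arrays in all. Per the paper's methods, total RNA from separate experiments was pooled for each day before labelling, so that the spread between cultures cannot be measured. The RNA was labelled with the single dye Hy3 and hybridised on LNA capture probe arrays with miRBase 16.0 content. The arrays were read on an InnoScan 700 scanner and quantified with Mapix 4.5.0, per the file headers.

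The deposited scanner files give, for each of 12312 spots per array, the mean and median foreground intensity at 532 nm, the local background intensity, the background-subtracted intensity, and the percent of saturated pixels. These values were not normalized between arrays. A second intensity was recorded by the authors' scanner at 635 nm, where no dye was used. The deposited value table holds intensity on a linear scale, and each value equalled the mean over replicate spots of the median foreground minus background (largest difference 4.4e-06). It is therefore neither log-transformed, centred nor normalized between arrays. The medians of its columns were 73.2, 82.4, 65.8 and 81.1 on Days 2, 4, 6 and 8.

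The mean foreground was background-corrected with normexp (offset 50) in limma 3.58.1 under R 4.3.3. The correction was fitted on all spots, after which control, empty and unnamed spots were left out. No miRNA spot carried the flag of a bad spot, and spots that the scanner software marked as not found were kept. Log2 values of the miRNA spots were quantile-normalized between the 4 arrays, and the replicate spots of a probe, usually 4, were averaged. Of 2660 probe identifiers, 221 had no name. Of the 2345 probes named for a miRNA of any organism, 1030 named a mouse miRNA, and 18 of these named more than 1 mouse miRNA. A miRNA was called detected where its background-subtracted signal, averaged over spots, was at least 300 on at least 1 array, the threshold stated in the study's methods. Names are those of the array design.

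Each of Days 4, 6 and 8 was compared with Day 2 as a signal log ratio (SLR, the log2 difference from Day 2), and miRNAs beyond 0.6 in either direction were counted. With 1 array per day no test of a day against Day 2 exists. The ± after an SLR is the SD of a difference between spots of the 2 arrays, the root of the summed squared SDs over spots. It covers technical error within arrays and not the spread between cultures, and the small number of arrays limits the precision. The median of this SD was 0.118, 0.123 and 0.114 for Days 4, 6 and 8. When the spots of each probe were divided into 2 pairs within an array, 13, 5, 0 and 3 of 419 detected miRNAs differed between pairs by more than 0.6 on Days 2, 4, 6 and 8.

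A linear trend over the day was fitted with limma (lmFit and eBayes) over the 419 detected miRNAs, with Benjamini-Hochberg adjustment at 0.05, two-sided. The 4 arrays leave 2 residual degrees of freedom, and the residual holds departures from a straight line as well as array noise. The p-values therefore describe how closely 4 pools follow a line. On simulated data for this trend with 419 miRNAs, of which 200 were changed in each of 20 simulations, 90.7%, 99.6% and 99.9% of slopes of 0.1, 0.2 and 0.3 per day were recovered, and 3.3% of calls were false. The simulated miRNAs followed straight lines with noise independent between miRNAs, which real ones need not do. More miRNAs were changed than the 55 called on the real arrays, so these shares need not hold there.

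A probe under 300 on 1 of the 2 arrays was given a bound. The signal on the brighter array was set against the higher of the probe's own signal on the dimmer array and the lowest normalized signal there among probes with every spot at 300 or more. Probes with at least 50% of pixels saturated were not given a fold. Members of 20 lists of miRNAs were matched by exact name, so that those with another name on the array were not analysed. Each list's median SLR was placed among 10000 random lists of the same size matched on mean signal, as a description of these arrays, where at least 3 members were detected. In the alternatives, 2000 random lists were drawn.

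Before the data were examined, the groups, lists, thresholds, trend test and the rule for named miRNAs were chosen. The rule took the 10 largest SLRs each way on Day 8 and the 5 largest each way on Days 4 and 6, among miRNAs with at least 300 on both arrays and replicate spots that did not overlap between them. It also took the 5 largest slopes each way that passed the trend test, 2 detected members at each end of each list on Day 8, miR-124, miR-143 and miR-223, and 10 miRNAs that the study singled out. The alternatives were background subtraction with a floor of 50, no background correction, scaling by 15 endogenous small RNA controls or by the median, no normalization, cyclic loess, other filters on dim probes, the median foreground, the median of spots, the authors' value table, an SLR of 1, and the trend without each day. Scaling by 33 spike-in controls, leaving out 7 spots that were bright at 635 nm and leaving saturated members out of the lists were added after seeing the data, as were the rule for bright spots (over 100 and over 10 times every other spot of the probe at 635 nm) and the number of lists outside percentiles 2.5 to 97.5 as the summary of the lists. The study's methods describe scaling by endogenous controls, which was an alternative here. Each array was its own slide, and the arrays were scanned in day order, so that day and scan cannot be told apart. The gene table of assembly GRCm38.p6 was used for which genes neighbour each other only, since the files name no build.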

Results

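The miRNA content of maturing cortical neurons was profiled after 2, 4, 6 and 8 days of culture, with 1 array of pooled RNA per day. Of 1030 mouse miRNA probes, 419 (40.7%) were detected on at least 1 array and 325 on all 4 arrays. The arrays detected 369, 401, 339 and 388 mouse miRNAs on Days 2, 4, 6 and 8. The mean background-subtracted intensity of mouse probes was 1524, 1653, 1275 and 1558 on these days, and no negative control probe exceeded 139. There were no replicate arrays, and each ± below is the technical SD between spots.

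The neuronal miRNA miR-124 was saturated on all 4 arrays, with signals of 63564, 63802, 63767 and 63765 on Days 2, 4, 6 and 8, and no fold can be given. The astrocyte-enriched miR-143 gave signals of 5.1, 8.0, 29.5 and 25.8, and miR-223, a miRNA of myeloid cells, gave -35.6, 17.8, 28.0 and 16.1, all below the detection threshold of 300. The list of astrocyte and mesenchymal miRNAs had 2 detected members of 7. These were miR-21, with signals of 372, 432, 251 and 288, and miR-214, with an SLR of 0.26 ± 0.08 on Day 8 (-0.01 without normalization). Of the 6 microglial and leukocyte miRNAs, miR-142-3p was the detected member, and of the 5 endothelial and erythroid miRNAs it was miR-451. Both were above 300 on Days 2 and 4 and below it on Days 6 and 8. On Day 8 miR-142-3p was at least 1.46-fold lower than on Day 2 and miR-451, which is abundant in red blood cells, at least 1.81-fold lower. Among oligodendrocyte miRNAs, miR-219-5p had an SLR of -0.38 ± 0.10 and miR-338-3p 0.21 ± 0.24 on Day 8. The epithelial miR-203 was at least 1.48-fold lower on Day 8, and miR-208b, the detected member of the muscle and liver list, at least 1.15-fold lower. By limma miR-142-3p, miR-451 and miR-203 fell over all tested, but 0 of them did without Day 8. The call of miR-203 was also lost under spike-in controls, with the authors' value table, without a filter and without Day 4 or Day 6. Adjusted over its list alone, miR-219-5p fell. For miR-208b, the single detected member of its list, that adjustment leaves the p-value as it is. It passed at that unadjusted level and not over all tested.

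Day 4 was compared with Day 2 to describe the early phase of maturation. Among miRNAs with at least 300 on both arrays, a limit that holds for the rankings of each day, miR-136 (SLR 1.02 ± 0.23), miR-129-1-3p (1.00 ± 0.05), miR-3106 (0.97 ± 0.08), miR-29b (0.90 ± 0.08) and miR-376a (0.88 ± 0.11) were highest on Day 4 relative to Day 2. The lowest were miR-93 (-0.87 ± 0.14) and miR-25 (-0.86 ± 0.07), which are encoded together, then miR-3473 (-0.80 ± 0.06), miR-451 (-0.67 ± 0.26) and miR-20a (-0.64 ± 0.12). In all, 30 miRNAs were higher by over 0.6 and 8 were lower, and the spots of 28 and 8 of these did not overlap between the arrays, as was so for 174 of all 419 detected miRNAs. Higher miRNAs made up 78.9% of these differences. This split depended on the scaling, with 45 higher and 6 lower under endogenous controls, 21 and 18 under median scaling or without normalization, and 5 and 69 under spike-in controls. The median SLR of all detected miRNAs was -0.01, -0.01 and -0.03 on Days 4, 6 and 8, and the SLRs given are relative to it. Under endogenous controls this median was 0.18, 0.13 and 0.18, under spike-in controls -0.36, -0.62 and -0.10, without normalization -0.09, -0.65 and -0.25, and under median scaling -0.10, -0.07 and -0.15.

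Day 6 was compared with Day 2 to describe the later phase, when neurites have spread. With at least 300 on both arrays, miR-29a (SLR 1.37 ± 0.18), miR-29b (1.36 ± 0.21), miR-882 (1.36 ± 0.09), the activity-regulated miR-132 (1.28 ± 0.18) and miR-2137 (1.24 ± 0.07) were highest on Day 6. The lowest were miR-25 (-1.29 ± 0.08), miR-93 (-1.27 ± 0.17), miR-20a (-1.10 ± 0.09), miR-17 (-1.07 ± 0.36) and miR-106a (-0.91 ± 0.23), all from the miR-17-92 cluster and its paralogues. In all, 41 miRNAs were higher by over 0.6 and 19 were lower, and spots did not overlap for 40 and 17 of them and for 185 of all 419. The counts were 33 and 25 under median scaling, 8 and 238 without normalization, and 9 and 221 under spike-in controls. Under endogenous controls they were 57 and 16.

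Day 8 was compared with Day 2 to describe the end of the series. With at least 300 on both arrays, the highest miRNAs were miR-711 (SLR 1.89 ± 0.06), miR-882 (1.78 ± 0.10), miR-29a (1.70 ± 0.17), miR-2137 (1.58 ± 0.09) and miR-29b (1.43 ± 0.19). They were followed by miR-710 (1.36 ± 0.05), miR-551b (1.29 ± 0.14), miR-136 (1.28 ± 0.22), the brain-enriched miR-138 (1.24 ± 0.09) and miR-129-1-3p (1.23 ± 0.05). The lowest were miR-25 (-1.78 ± 0.06), miR-93 (-1.68 ± 0.14), miR-20a (-1.54 ± 0.08), miR-17 (-1.46 ± 0.36) and miR-106a (-1.37 ± 0.22). Below Day 2 were also miR-19a (-1.36 ± 0.06), miR-301b (-1.27 ± 0.25), miR-15b (-1.20 ± 0.05), miR-106b (-1.19 ± 0.06) and miR-130b (-1.10 ± 0.13). In all, 45 miRNAs were higher by over 0.6 and 47 were lower, and spots did not overlap for 43 and 47 of them and for 277 of all 419. The counts were 85 and 24 under endogenous controls, 37 and 62 under median scaling, and 28 and 81 without normalization. Of the 45 higher miRNAs, 29 were at or above 300 on both arrays, and of the 47 lower, 38. Some viral probes, which have no mouse target by name, were also higher on Day 8, as described in the closing section.

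**Figure D1:**
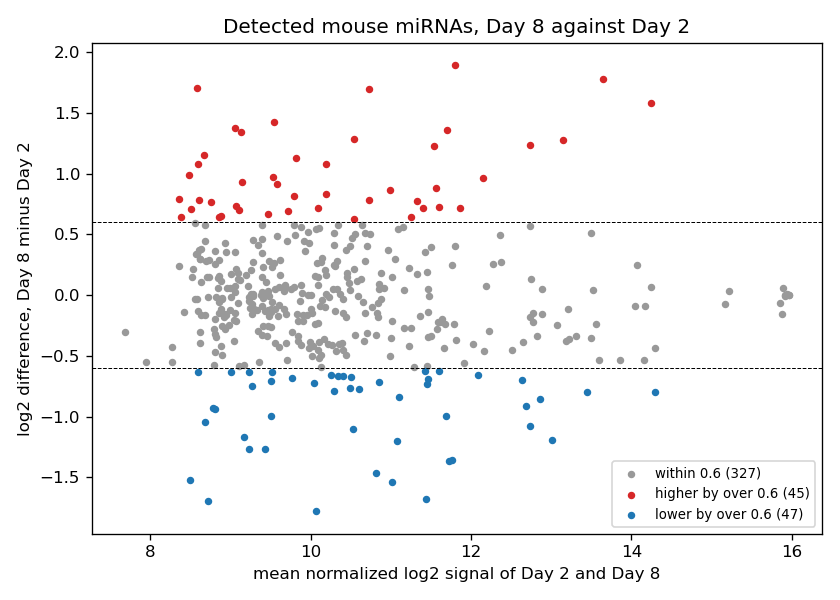
Each point is 1 of 419 detected mouse miRNAs, with the mean normalized log2 signal of the Day 2 and Day 8 arrays on the x axis and the log2 difference, Day 8 minus Day 2, on the y axis; dashed lines mark 0.6 in each direction. A total of 45 miRNAs lie above the upper line and 47 below the lower line, against 85 and 24 under scaling by endogenous controls.

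Groups of related miRNAs differed in the same direction on several days. Days 4, 6 and 8 share the single Day 2 array as their reference. A deviation of that array would shift them together, so agreement between days is not repeated evidence. The miR-17-92 cluster and its paralogues, which are known to promote proliferation, had 9 detected members of 13, all lower than Day 2 on each later day, though miR-19a, miR-19b and miR-106b were not on Day 4 under endogenous controls. Their median SLR was -0.41 on Day 4, -1.03 on Day 6 and -1.37 on Day 8, at percentile 0 of the random lists on each day, and it remained below 0 under every setting tried. The member nearest to Day 2 was miR-19b (-0.79 ± 0.10 on Day 8). All 9 fell with day by limma's trend test, also when adjusted over the list alone, but 1 did under spike-in controls and 0 without Day 8. In the miR-15/16 family, 5 members of 6 were detected, with medians of -0.40 and -0.79 on Days 6 and 8 (percentiles 0.85 and 0.52) and -0.18 on Day 4, which turned to 0.04 under endogenous controls. Its members diverged, with miR-15a at -1.08 ± 0.15 and miR-195 at 0.52 ± 0.15 on Day 8. By limma 3 fell and 1 rose, and the counts were the same adjusted over the list alone. However, 2 fell without Day 4 or without Day 6, and 1 fell under endogenous controls or without normalization. Under spike-in controls or without Day 8 this count was 0. The rise was lost in several settings, among them median scaling, no normalization and the authors' value table. The group of miR-125, miR-99 and miR-100 had a median of -0.72 on Day 8 (percentile 0.50) over 5 detected members, with miR-99a 1.99-fold lower, miR-99b at -0.77 ± 0.08 and miR-125a-5p at -0.24 ± 0.13 (above 0 under endogenous controls), while miR-125b-5p was saturated (median -0.74 without it). By limma 3 of these fell, also adjusted over the list alone. This count was 0 under endogenous or spike-in controls, without normalization, and without Day 4, Day 6 or Day 8. It was 1 with the authors' value table or without a filter, and 2 without Day 2.

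Higher than Day 2 were the 3 detected members of the miR-29 family, with medians of 0.88, 1.36 and 1.43 on Days 4, 6 and 8 (percentile 99.97 on each day) and no change of sign under any setting. The third, miR-29c, was below 300 on Day 2 and at least 1.98-fold higher on Day 8. All 3 rose with day by limma, also adjusted over the list alone, but this call depended on the setting. Just 1 rose under spike-in controls, background subtraction with a floor, no normalization or the authors' value table, and without Day 4 or Day 6. With the median foreground 2 rose, and 0 did without Day 8. The cluster from miR-379 to miR-410, an imprinted group of brain-expressed miRNAs, had 24 detected members of 48, and 23 without spots bright in the red channel, on which miR-376c depends. The genes of all 24 lie among the 38 miRNA genes from Mir379 to Mir410 in the GRCm38.p6 gene table. Its medians were 0.42, 0.61 and 0.47 on Days 4, 6 and 8, at percentile 100 on each day, but below 0 under spike-in controls on Days 4 and 6 (-0.11 and -0.17) and without normalization on Day 6 (-0.20). The members miR-411 and miR-411* were at least 1.25-fold and at least 1.35-fold higher on Day 8, and miR-487b (-0.40 ± 0.05) and miR-668 (-0.24 ± 0.06) were lower, but higher under endogenous controls. A neighbouring group, named here for miR-127 and miR-136 but also holding miRNAs such as miR-770-5p, miR-540-3p and miR-493, had 19 detected members of 23. Its medians were 0.24, 0.41 and 0.51 (percentiles 99.9, 100 and 99.99), below 0 under spike-in controls on Days 4 and 6 and without normalization on Day 6. On Day 8 miR-770-5p was at -0.45 ± 0.32, and miR-540-3p, with signals of 369 on Day 2 and 139 on Day 8, had Day 2 spots too unequal to place. The SLR of 1.71 ± 3.83 of miR-493 on Day 8 rested on a single bright spot of 4 and was -0.20 without it, which leaves 18 detected members. No member of either group passed limma's trend test, also adjusted over the list alone, but this depended on the scaling. Under endogenous controls 5 members of the cluster and 9 of the neighbouring group rose. Cyclic loess gave 6 and 8, median scaling 2 and 8, and spike-in controls or no normalization 0 and 0.

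**Figure D2:**
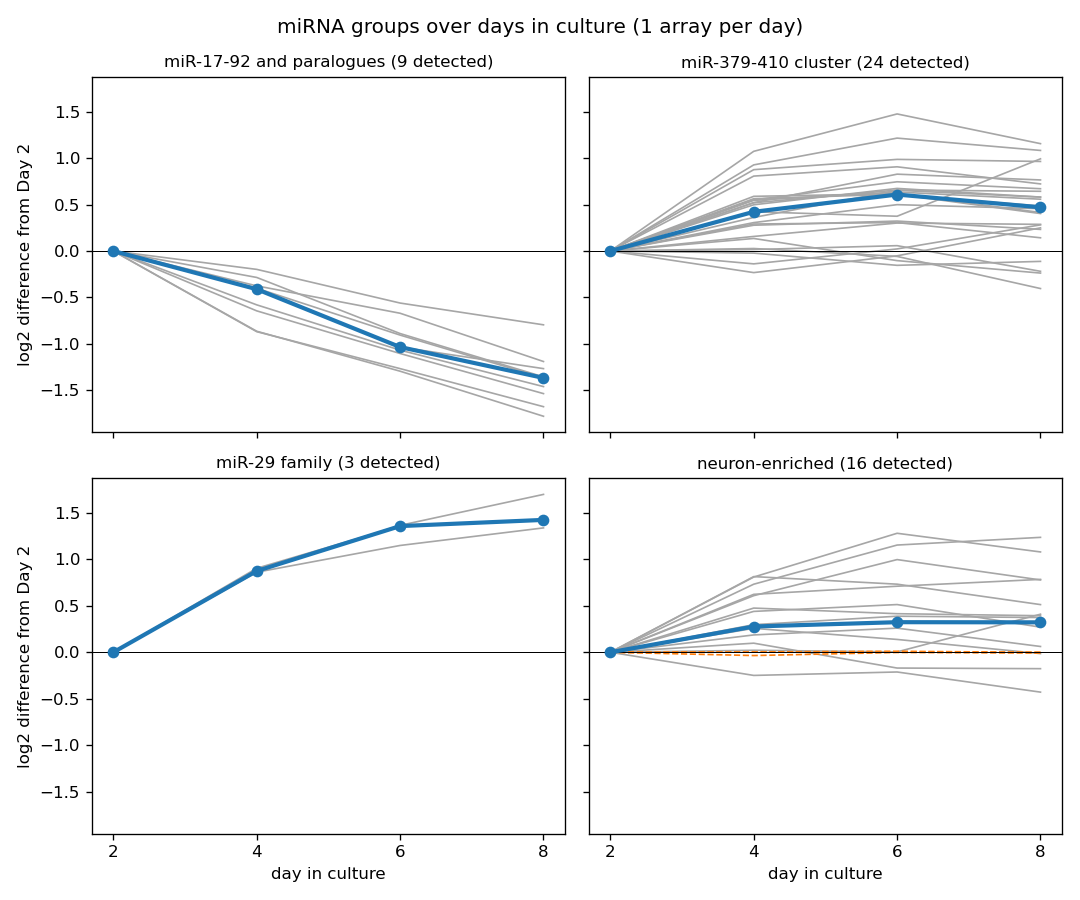
Log2 difference from Day 2 against the day in culture for the detected members of 4 miRNA groups (grey lines), with the group's median in blue and saturated members as dashed orange lines; there was 1 array per day. The median of miR-17-92 and its paralogues reached -1.37 on Day 8 and that of the miR-29 family 1.43, and the medians of the cluster from miR-379 to miR-410 and of the neuron-enriched list turned below 0 on Day 4 under spike-in controls.

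The neuron-enriched list had 16 detected members of 21, of which miR-124, miR-9 and miR-9* were saturated. Its medians were 0.28, 0.32 and 0.32 on Days 4, 6 and 8 (percentiles 99.9, 99.99 and 99.6), turning to -0.12 under spike-in controls on Day 4 and to -0.02 without normalization on Day 6. The saturated members enter these medians with SLRs held near 0, and without them the medians were 0.44, 0.42 and 0.39 (percentiles 99.97, 99.96 and 99.3). On Day 8, miR-138 (1.24 ± 0.09) and miR-132 (1.08 ± 0.23) were highest, while miR-124* (-0.43 ± 0.16) and miR-149 (-0.18 ± 0.21, above 0 under endogenous controls) were lower. By limma 1 member, miR-138, rose (adjusted p = 0.0367), and 0 did adjusted over the list alone. Under endogenous controls, median scaling or cyclic loess 4 members rose. The count was 0 under spike-in controls, with the authors' value table, with background subtraction with a floor or without normalization. It was also 0 without Day 4, Day 6 or Day 8. Both detected members of the group of miR-221 and miR-222 were higher, with miR-222 at 0.97 ± 0.03 and miR-221 at least 1.28-fold higher on Day 8. By limma 0 of these passed over all tested and 2 rose adjusted over the list alone. Under endogenous controls, median scaling or cyclic loess 1 rose over all tested. The 4 members of the miR-181 family were lower on Day 8 (median -0.56, percentile 4.60, and -0.12 under endogenous controls), from -0.66 ± 0.22 for miR-181d and -0.59 ± 0.11 for miR-181c to -0.38 ± 0.20 for miR-181b. By limma 3 fell, and 4 did adjusted over the list alone, but these calls were lost in many settings. Under endogenous or spike-in controls, background subtraction with a floor or no normalization, 0 of the 4 fell. The count was also 0 without a filter and without Day 4, Day 6 or Day 8. It was 1 under median scaling or with the authors' value table, and 2 under cyclic loess or without Day 2.

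The let-7, miR-30 and miR-23 groups stayed within 0.6 of Day 2. The 9 detected let-7 miRNAs had a median of -0.34 on Day 8 (percentile 9.76), which turned to 0.14 under endogenous controls, from -0.58 ± 0.36 for let-7a to -0.07 ± 0.49 for let-7f, which was also above 0 under endogenous and spike-in controls and with the median of spots. The miR-30 family had a median of -0.24 (percentile 26.6), which turned above 0 under endogenous and spike-in controls, with miR-30e* at -0.40 ± 0.07 and miR-30b at 0.14 ± 0.19. The median of miR-23, miR-24 and miR-27 was -0.32 (percentile 13.4), which turned to 0.03 under endogenous controls, with miR-24 at -0.41 ± 0.11 (0.02 under endogenous controls). No member of these 3 groups passed limma's trend test over all tested. Of the let-7 miRNAs, however, 5 fell without Day 2, and 1 did with the filter of 300 on all arrays or with the median of spots. Adjusted over the list alone, 1 member of the last group fell and 0 of the others did. Of the pluripotency miRNAs, 6 of 14 were detected with a median of 0.20 (percentile 80.8), which turned below 0 without normalization. Its members included miR-302a (0.36 ± 0.06) and miR-291a-3p (-0.42 ± 0.07), and 0 passed limma's test, also adjusted over the list alone. Under endogenous controls 2 rose and 1 fell, and without Day 2 these counts were 1 and 2. Median scaling and no normalization gave 1 falling.

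The 10 miRNAs that the study selected on these samples were all detected, and their direction is therefore not independent evidence. Relative to Day 2, miR-218 (0.78 ± 0.18) and miR-129-5p (0.78 ± 0.06) were highest on Day 8, followed by miR-329 (0.46 ± 0.23), miR-326 (0.41 ± 0.10), miR-128 (0.27 ± 0.09), miR-290-5p (0.26 ± 0.06) and miR-495 (0.23 ± 0.08, but -0.06 without normalization). The signal of miR-377 was 296 on Day 2 and 378 on Day 8, at least 1.07-fold higher, but it was lower on Day 8 under median scaling, spike-in controls and without normalization. Their medians were 0.28, 0.31 and 0.26 on Days 4, 6 and 8 (percentiles 99.4, 99.5 and 97.0), below 0 under spike-in controls on Days 4 and 6 and without normalization on Day 6. These medians include the saturated miR-124, and without it they were 0.29, 0.32 and 0.27 (percentiles 99, 99.2 and 95.6). By limma 1 of the 10, miR-203, fell, also adjusted over the list alone. It did not under spike-in controls, with the authors' value table, without a filter, or without Day 4, Day 6 or Day 8. With the filter of 300 on all arrays miR-203 was not tested. The signals of miR-203 on Days 6 and 8 (226 and 202) were under 300. Under endogenous controls 3 of the 10 rose, and 2 did under median scaling or cyclic loess.

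The trend over the 4 days asked which miRNAs followed the day in culture. By limma, miR-711 rose by 0.31 per day (SE 0.02, adjusted p = 0.00612), miR-882 by 0.30 (SE 0.02, adjusted p = 0.00612), miR-29a by 0.28 (SE 0.03, adjusted p = 0.0124), miR-2137 by 0.27 (SE 0.02, adjusted p = 0.00663) and miR-29b by 0.24 (SE 0.05, adjusted p = 0.042). Among miRNAs with at least 300 on every array, the steepest falls by limma were those of miR-25 (slope -0.29, SE 0.03, adjusted p = 0.0084), miR-93 (-0.27, SE 0.03, adjusted p = 0.0114) and miR-20a (-0.25, SE 0.02, adjusted p = 0.00612). No slope is given for miR-451 and miR-142-3p, whose signals on Day 8 (106 and 82.9) did not exceed the highest negative control of that array (117). In all, 15 miRNAs rose and 40 fell, of 419 tested. Scaling by endogenous controls gave 53 and 22, median scaling 34 and 58, cyclic loess 41 and 45, and spike-in controls 4 and 3. The counts rested on single days, with 45 and 66 without Day 2, 7 and 17 without Day 4, 5 and 14 without Day 6, and 0 and 0 without Day 8, where limma gave 52 and 38 at an unadjusted p under 0.05. All 55 called miRNAs kept the sign of their slope whichever day was left out, though these slopes share arrays with the full fit. Such fits rest on 3 arrays, so a lost call need not mean a lost trend.

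Distances between arrays over the 419 miRNAs do not depend on Day 2 as a reference. Day 4 and Day 6 were closest (Euclidean distance 4.28), followed by Day 6 and Day 8 (5.35), and Day 4 and Day 8 were 7.88 apart. Day 2 was 6.57, 8.60 and 11.3 from Days 4, 6 and 8. In average linkage Day 4 therefore joined Day 6 before Day 8, whereas without normalization Day 6 was closer to Day 8.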

Values the study reported

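The study reported that 395 of 1040 miRNA probes (38.0%) were detected. It gave a miR-124 threshold cycle of 21.0±0.0 for Day 8 cultures by qPCR. The average Hy3 signal intensity of its miRNA arrays was given as 1600±200.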

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

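The tests in this part were chosen after the results were seen. Signal in the red channel, where no dye was used, was present in 7 spots at over 100 and over 10 times the other spots of the same probe, where the median miRNA spot of the Day 8 array gave 4.5. Of these, 5 lay on the Day 8 array, including those of miR-493 (41404 in the Hy3 channel and 2394 in the red), miR-802 (8394 and 2322) and miR-376c (2124 and 287). The other spots of the probe reached 139, 49.3 and 195 in the Hy3 channel for these miRNAs. In all 5 probes the other Day 8 spots stayed under 300, so that a fluorescent particle on the spot is a candidate explanation, and a Day 8 signal of these miRNAs is not supported by their other spots. Without the 7 spots, 42 miRNAs in place of 45 were higher by over 0.6 on Day 8.

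Probes for other organisms, which the comparisons do not use, gave signals of 300 or more where no negative control exceeded 139. This was so for 43 of 202 viral probes and for 234 of 1079 probes named for human or rat miRNAs alone, many of which may share sequence with mouse miRNAs. Of the 43 viral probes, 9 were higher by over 0.6 on Day 8 (20.9%, exact 95% interval 10 to 36.0, counting error only), against 10.7% of detected mouse miRNAs, and 1 was lower (2.3%, against 11.2%). On Day 4 and Day 6, 1 viral probe was higher. The highest were ebv-miR-BART19-3p (1.36) and ebv-miR-BART8* (1.09). Binding of RNA other than the named miRNA could raise mouse probes on Day 8 as well, but the interval of the viral share includes the mouse share, so whether it does cannot be told apart from a change in the named miRNAs such as miR-711, miR-882 and miR-2137. An effect of maturation on these miRNAs stays open and was not tested.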

How the results depend on the processing

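No paired analysis was possible because each day has 1 array. Scaling by spike-in controls and leaving out spots bright in the red channel or saturated list members were chosen after seeing the data. The number of lists with a Day 8 median outside the central 95% of random lists was 7, and 7 or 8 under each alternative. Numbers of miRNAs are given as higher and lower, and the cause of each difference was not tested except where fewer miRNAs or arrays entered. Background subtraction with a floor gave 47 and 16 on Day 4 and 8 rising miRNAs. Endogenous controls gave 85 and 24 on Day 8, and 53 rising and 22 falling. Median scaling gave 18 lower on Day 4 and 34 rising. Without normalization there were 18 lower on Day 4, 8 and 238 on Day 6, 28 and 81 on Day 8, and 4 rising and 21 falling. Cyclic loess gave 4 lower on Day 4 and 41 rising. With the filter of 300 on all arrays, which tests fewer miRNAs, 5 were lower on Day 4, 12 lower on Day 6 and 29 higher on Day 8. Without a filter all 1030 miRNAs were kept and 26 fell. The authors' value table gave 15 lower on Day 4 and 8 rising. Spike-in controls gave 5 and 69 on Day 4, 9 and 221 on Day 6, and 4 rising and 3 falling. At an SLR of 1, 3 and 0 remained on Day 4, 14 and 7 on Day 6, and 17 and 16 on Day 8. Without 1 of the days, which leaves 3 arrays, 0 to 45 miRNAs rose and 0 to 66 fell by limma, the lowest without Day 8 and the highest without Day 2. The Day 4 to Day 6 distance was 0.80 times that from Day 6 to Day 8, 1.23 without normalization, 0.59 with the authors' table and 0.58 with spike-in controls. Of 1598 values under alternatives, of lists and named miRNAs on Day 8 and of the highest and lowest miRNAs on Days 4 and 6, 1158 moved by less than the technical SD and 438 by more, small values among them with a change of sign. The 1158 include values that could not move. Changing the filter leaves the value of a single miRNA as it is, and leaving out bright spots changes only the probes that have them. Values of single miRNAs beyond 0.6, or of lists placed outside the central 95% of random lists, changed sign 2 times among these, both for miR-493 on Day 8, at -0.0785 with the median of spots and -0.20 without spots bright in the red channel. Outside this count, miR-221 on Day 6 turned below 0 without normalization and under spike-in controls, and several lists changed sign on Days 4 and 6, not all of them named in the comparisons. On Day 8 the microglia and leukocyte list and the muscle and liver list, with 1 detected and lower member each, had medians above 0 without the filter, which adds their undetected members. Signals under 300 give bounds only, and saturated probes none.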

Other observations

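The miRNAs in this paragraph were chosen after their values were seen. On Day 8 miR-212-3p, which shares a precursor transcript with miR-132 and whose name with the arm was not matched to the neuron-enriched list, had an SLR of 0.69. In no list, miR-22 had an SLR of 0.72. Lower on Day 8 were miR-708 (-0.91) and its other strand miR-708* (-0.99), miR-135a (-0.66) and miR-135b (-0.79), and miR-32 (-0.62). The passenger strands miR-17* (-0.67), miR-106b* (-0.63) and miR-20a* (at least 1.45-fold) were lower as their guide strands were.

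The tests of the scaling, of blood or immune cells and of the orders of the days were set down after the results were seen. All 9 detected members of the miR-17-92 cluster and its paralogues were lower on Day 8. The scaling between arrays is argued against as the whole cause, since the smallest fall of their median over all settings was -1.03, under endogenous controls. Fewer blood or immune cells in the later cultures may contribute, but just 2 markers from those lists were detected, miR-451 and miR-142-3p, at least 1.81-fold and 1.46-fold lower on Day 8, too few to compare with the cluster, so this cannot be told apart. The other 9 markers stayed below 300 on every array. Of these, miR-144, miR-150 and the probe of miR-486 and miR-3107 exceeded the highest negative control on Day 2 (139). From Day 2 to Day 8 they went from 204 to 36.0, from 238 to 285 and from 172 to 167. The rest did not exceed the highest negative control on Day 2 or on Day 8 (117), so their directions cannot be read. Their signals on these days were 86.5 and 19.9 for miR-142-5p, 43.1 and 17.5 for miR-126-5p and 63.8 and 116 for miR-126-3p. For miR-155 they were 14.5 and 48.6, for miR-146a 15.8 and 45.2, and for miR-223 -35.6 and 16.1. Maturation of the neurons stays open as the explanation that the design names, untested with 1 pool per day and arrays scanned in day order.

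Of the 12 orders of the 4 days, the real order gave as many miRNAs past limma's threshold as any (1 of 12). It gave 55, and the highest of the others gave 0. At an unadjusted p under 0.05 the real order gave 157 by limma, and the highest of the others gave 51. With 12 orders no share under 0.05 can be reached.

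The study placed Day 4 further from Days 6 and 8 than these are from each other. In the present values Day 4 was nearer to Day 6 (4.28) than Day 8 was (5.35), except without normalization, where the ratio of these distances was 1.23.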
